A study of Mus musculus with 10 samples. Its data were reported in "Multi omics analysis of fibrotic kidneys in two mouse models" (2019).

How the data were processed

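Protein abundance was measured in kidney tissue of male mice, using part of a kidney from each, after a single intraperitoneal injection of folic acid at 250 mg/kg, a dose that injures the tubules of the kidney and is followed by fibrosis. The 10 samples fell into 5 groups of 2 mice. The normal group was taken before the injection (day 0), and the others 1, 2, 7 and 14 days after it. Groups and replicate numbers were taken from the sample titles. The paper's overview gives the same days, while its account of the animal work omits day 1. Its list of mice also gives proteomics for a day that has no sample here. These differences were not resolved.

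Peptides of all samples were labelled with tandem mass tags, chemical labels that release a reporter ion of a different mass for each sample. Up to 10 samples can in this way be pooled and measured in a single mass spectrometry run. The authors measured the reporter ions with an MS3 method, in which a further round of fragmentation reduces interference from other peptides. They searched the spectra against Uniprot sequences, assigned shared peptides to the smallest set of proteins, and kept spectra that passed filters on reporter ion signal and isolation purity. The deposited values are log2 abundances that the authors had normalized between samples with the trimmed mean of M values in edgeR. The authors then assigned Uniprot entries to Ensembl genes of mouse build GRCm38, so each row carries a gene identifier. How several entries of the same gene were combined is not stated in the methods. The measured rows hold neither peptide numbers nor signal-to-noise values, so the depth behind each value is unknown and no counting error could be given. Precision was judged only from the spread between replicates.

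The 10 samples were joined on the gene identifier, which gave 7979 rows with 0 missing values. Of these, 7946 matched a gene of GENCODE vM21, which annotates the same build, and took their symbol and position from it. The other 33 kept their identifier. In all, 203 rows shared all of their values with at least one other row, in 87 sets. These were kept as separate rows. No further normalization, pseudocount or filter was applied. No symbol stood on more than one row.

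Groups were compared with limma 3.58.1 in R 4.3.3. A model with a mean for each group was fitted to all 10 samples without covariates, which left 5 residual degrees of freedom, and variances were moderated by empirical Bayes (prior degrees of freedom 2.64). Each day was compared with normal and with the day before it, two-sided, and p-values were adjusted over all rows by the Benjamini-Hochberg method with a threshold of 0.05. A moderated F test over the 4 day-against-normal contrasts asked whether a protein changed at any time. All adjusted p-values of single proteins are from limma. Families of proteins, defined by gene symbol, were compared with all other rows by the camera test of limma, with a preset correlation between genes of 0.01 and adjustment over families and days. Of 15 families, 14 had at least 3 rows and were tested. Differences of at least 2-fold were counted from group means without a test. Principal components were computed from centred log2 values. The mean Euclidean distance within replicate pairs was compared with all 945 ways to pair the samples (exact permutation test, one-sided). Distances from the normal mean on day 7 and day 14 were compared by a two-sided exact permutation test.

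The proteins named were set by rule. In each comparison of a day with normal these were the 3 largest rises and the 3 largest falls among rows with a symbol, an adjusted p-value under 0.05 and both treated samples beyond both normal samples. Rows with identical values counted as one protein in this ranking, a choice made after the data were seen. The fibrosis markers Acta2, Col1a1 and Fn1, the injury markers Clu and Lcn2, 9 housekeeping proteins and the families were named whatever their values. The injury marker Havcr1 and the haemoglobin family were not analysed here. Groupings, tests, this rule and most alternatives were fixed before the data were examined.

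The limma and camera steps were tested on simulated data with the normal means of the 7979 rows. The variances were those moderated by limma, shuffled between rows. Of 200 rows given a known change, 93.0% were recovered, with 97.0% of the 4-fold and 89.0% of the 2-fold changes. Rows without a change made up 7.46% of the calls. With no change in any row, 0 rows were called. When 1 family of 24 rows was shifted by 0.5 on the log2 scale on day 7, that family passed the camera test with the preset correlation, and 0 of the other 55 family tests did. Rows were simulated independently of each other, so the test does not cover correlation between genes. Because of the shuffling it also does not cover a link of variance with abundance. Only changes of 2-fold and 4-fold in 200 rows were simulated, so these rates do not carry over to the smaller and more numerous changes in the data.

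The replicate numbers 1 and 2 in the sample titles occur in every group. Whether they pair mice is not stated, so the model without a replicate block was used and a model with the number as a block was fitted beside it. The other alternatives were median centring, quantile normalization, leaving out the 25% of rows with the lowest mean, a variance trend with robust moderation, a minimum change of 1.2-fold, fits to the compared groups alone, a correlation between genes estimated from the data, other distances and scalings, and leaving out each sample in turn. Added after the data were seen were counting identical rows once, leaving out rows with a mean log2 value over 12, and a block with the replicate numbers of day 2 crossed. Figures were drawn with matplotlib 3.10.9.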

Results

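The data comprised the log2 abundance of 7979 proteins, one row per gene, in kidneys of 10 mice from the folic acid model. The groups were normal kidneys and kidneys 1, 2, 7 and 14 days after injection, with n = 2 mice in each. Median log2 abundance lay between 5.74 and 5.81 in the 10 samples, so their overall levels were close. All values below are on this normalized log2 scale, and errors are standard deviations of 2 mice or standard errors of the limma model. Peptide numbers were not used here, and the depth behind the values is unknown.

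The first question was whether replicates of a time point were closer to each other than to other samples. The mean distance within the labelled pairs was 25.0, against 48.1 over all pairs of samples. Of the 945 possible pairings, 1 was as close as the labelled one, which was the labelled one itself (exact permutation test, one-sided, p = 0.00106, the smallest this design allows). The next closest pairing had a mean distance of 27.3. The day 14 mice were the farthest apart, at a distance of 33.6, while the other pairs were between 21.9 and 25.4. PC1 held 57.3% of the variance and PC2 held 22.9%. Over the settings tried, PC1 moved most when each protein was scaled to unit variance, which gave 48.7%. The normal samples had PC1 scores of -36.4 and -40.7, and the day 7 samples scores of 33.3 and 31.5. On PC2, the day 1 and day 2 samples lay between -21.9 and -16.8, and all others were above 7.

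**Figure D1:**
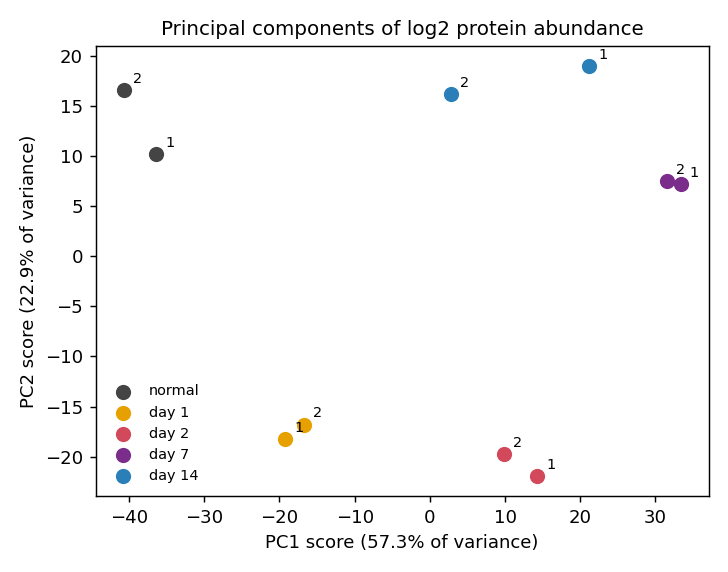
Scores of the 10 samples on PC1 (horizontal axis, 57.3% of variance) and PC2 (vertical axis, 22.9%), coloured by time point and numbered by replicate. Normal samples lie at the far left, day 7 samples at the far right, and the day 14 samples have PC1 scores of 21.2 and 2.87.

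Each time point was then compared with normal kidneys. On day 1, 1175 proteins had an adjusted p-value under 0.05 in limma, 684 higher and 491 lower. Day 2 gave 3809 proteins, of which 1731 were higher and 2078 lower. On day 7 there were 4771, with 2487 higher and 2284 lower. Day 14 gave 3358, with 1477 higher and 1881 lower. Requiring a change of more than 1.2-fold moved these counts most, to 366 on day 1, 2093 on day 2, 2898 on day 7 and 1438 on day 14. With the replicate number as a block the counts were 1088, 3729, 4713 and 3242 in the same order. Fits to the compared groups alone, with 2 residual degrees of freedom, gave 893, 3564, 4578 and 1809. The model of all groups assumes the same spread in each group, whereas the day 14 mice were the farthest apart. Its error for day 14 may therefore be too small and the day 14 count too high. As a check of the pairing, the deviations of same-numbered samples from their group means were correlated across proteins. The correlation with normal was -0.0942 for day 1, -0.108 for day 2, 0.220 for day 7 and 0.339 for day 14. Over all pairs of groups it ranged from -0.197, for day 1 and day 14, to 0.339, with a mean of 0.0241. Same-numbered samples thus deviated together among normal, day 7 and day 14 kidneys, but not in pairs of groups that included day 1 or day 2, where no correlation exceeded 0.0412. For day 2, a block with the day 2 numbers crossed gave 3795 proteins on day 2. Counted by size alone, 271 proteins differed at least 2-fold from normal on day 1, 866 on day 2, 1378 on day 7 and 690 on day 14. The moderated F test found 4761 proteins changed at any time point, or 59.7% of the rows, and 4593 with the replicate block.

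Consecutive time points were compared to follow the course after injection. Between day 1 and day 2, 1490 proteins differed, 487 rising and 1003 falling. Between day 2 and day 7 there were 1180, with 657 rising and 523 falling. Between day 7 and day 14 only 30 passed the threshold, 26 rising and 4 falling, although 1926 had an unadjusted p-value under 0.05. With the replicate block these counts became 1430, 1139 and 15, where the correlation of same-numbered samples was -0.0588 for day 1 and day 2, 0.0412 for day 2 and day 7, and 0.25 for day 7 and day 14. The day 7 to day 14 count was the least stable, and reached 104 when the 25% of rows with the lowest mean abundance were left out. Of the 4771 proteins changed on day 7, 3194 (66.9%) were also changed in the same direction on day 14. The change was smaller on day 14 than on day 7 for 4348 of them (91.1%), a share that is raised by having selected these proteins on day 7. A total of 698 proteins were changed in the same direction on all 4 days, 359 higher and 339 lower. Another 48 were higher than normal on one day and lower on another, both past the threshold.

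Whether kidneys were nearer to normal on day 14 than on day 7 was also examined by distance. The distance to the mean of the normal samples was 72.6 ± 1.26 (SD, n = 2) on day 7 and 55.5 ± 9.20 (SD, n = 2) on day 14. The difference of 17.0 had a p-value of 0.333 in the two-sided exact permutation test, and 0.333 is the smallest value that 2 against 2 samples can give. On day 1 the distance was 41.9 ± 0.746 (SD, n = 2), and on day 2 it was 62.7 ± 3.63 (SD, n = 2).

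The largest rises recurred over time. On day 1, Mup21 (ENSMUSG00000066153, chromosome 4, 62147932 to 62150863, minus strand) rose by 6.50 ± 0.50 (SE) on the log2 scale, with an adjusted p-value of 0.000486 in limma. It was followed by Itih4 (ENSMUSG00000021922, chromosome 14, 30886476 to 30902353, plus strand), which rose by 5.50 ± 0.74 (SE, adjusted p = 0.00358), and Ly6g (ENSMUSG00000022582, chromosome 15, 75155240 to 75159126, plus strand), which rose by 5.19 ± 0.48 (SE, adjusted p = 0.000948). Itih4 had the largest rise on day 2 (7.60), and its normal samples were far apart, at 6.46 ± 1.57 (SD, n = 2). Its gene has 4 annotated coding sequences. Ly6g was again among the largest rises on day 2 (4.97), day 7 (5.30) and day 14 (3.85), from a low normal abundance of -2.94 ± 1.26 (SD, n = 2). Il1f6 (ENSMUSG00000026984, chromosome 2, 24215418 to 24225702, plus strand) rose by 4.59 on day 2, 5.71 on day 7 and 4.41 on day 14, each with an SE of 0.61. On day 7 the third was a histone H3 entry with a rise of 4.36 ± 1.13 (SE, adjusted p = 0.0118). It stands on 4 rows with identical values, assigned to Hist1h3a, Hist1h3g, Hist1h3h and Hist1h3i, and cannot be attributed to any of these genes. On day 14, Mmp7 (ENSMUSG00000018623, chromosome 9, 7692090 to 7699585, plus strand) was the third, with a rise of 3.68 ± 0.40 (SE, adjusted p = 0.000631). Mean normal abundance was also low for Mup21 (-1.86), Il1f6 (-1.51) and Mmp7 (-0.39), but not for Itih4. Only 21 and 29 of the 7979 rows lay below 0 in normal replicates 1 and 2. The rises of Ly6g, Mup21, Il1f6 and Mmp7 thus started near the bottom of the range.

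Among the largest falls on day 1, Ptprd (ENSMUSG00000028399, chromosome 4, 75941238 to 78211961, minus strand) fell by 3.28 on the log2 scale (SE 0.29, adjusted p = 0.000868 in limma). Cndp1 (ENSMUSG00000056162, chromosome 18, 84610509 to 84650095, minus strand) fell by 2.56 and Ttc36 (ENSMUSG00000039438, chromosome 9, 44799397 to 44803072, minus strand) fell by 2.28. On day 2, Ahcyl2 (ENSMUSG00000029772, chromosome 6, 29768011 to 29912310, plus strand) fell by 4.00, and on day 7 it fell by 4.13. Its gene and that of Ptprd each have 12 annotated coding sequences. Nrip2 (ENSMUSG00000001520, chromosome 6, 128399296 to 128416427, plus strand) fell by 3.63 on day 2, fell by 5.07 on day 7 and fell by 3.54 on day 14 relative to normal, with an SE of 0.27. The third on day 2 was Slc22a8 (ENSMUSG00000063796, chromosome 19, 8591254 to 8611835, plus strand), which fell by 3.33 (SE 0.26). On day 7, Khk (ENSMUSG00000029162, chromosome 5, 30921431 to 30931248, plus strand) fell by 4.23 (SE 0.47). Its gene has 4 annotated coding sequences. Its mean of 13.29 places it among the rows with a mean log2 value over 12, which may be sums of several entries. On day 14, Nccrp1 (ENSMUSG00000047586, chromosome 7, 28543596 to 28547254, minus strand) and Slc22a26 (ENSMUSG00000053303, chromosome 19, 7781041 to 7802667, minus strand) both fell by 3.05, with SEs of 0.27 and 0.15.

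Markers of injury and fibrosis were examined next. The injury marker Lcn2 (lipocalin-2, ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, minus strand) had a log2 abundance of 3.43 ± 0.42 (SD, n = 2) in normal kidneys. It rose by 3.69 on day 1, 4.03 on day 2, 3.33 on day 7 and 2.57 on day 14 (SE 0.32), with adjusted p-values of at most 0.00101 in limma. Clu (clusterin, ENSMUSG00000022037, chromosome 14, 65968483 to 65981547, plus strand) started at 6.75 ± 0.10 (SD, n = 2) and rose by 2.01, 2.06, 1.30 and 0.68 on the same days (SE 0.16), all past the threshold. Its decline from day 2 to day 7, in which it fell by 0.75, passed the threshold as well (adjusted p = 0.0244), and the change from day 7 to day 14 did not (adjusted p = 0.0958). Both values are from the model without the replicate block. Same-numbered samples of day 7 and day 14 had a correlation of 0.25, so a change of Clu between these days is not excluded.

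The fibrosis markers took different courses. Fn1 (fibronectin, ENSMUSG00000026193, chromosome 1, 71585520 to 71653200, minus strand) started at 9.21 ± 0.01 (SD, n = 2) and rose by 0.88 on day 1, 2.09 on day 2, 1.40 on day 7 and 0.82 on day 14 (SE 0.15), all past the threshold in limma. From day 2 to day 7 Fn1 fell by 0.69 (adjusted p = 0.0253), and its change from day 7 to day 14 did not pass (adjusted p = 0.098). Acta2 (smooth muscle actin, ENSMUSG00000035783, chromosome 19, 34241090 to 34255590, minus strand) did not differ detectably from normal on day 1 (0.04, adjusted p = 0.803) or day 2 (0.12, adjusted p = 0.336). It was higher by 0.50 on day 7 (SE 0.10, adjusted p = 0.00342) and by 0.36 on day 14 (adjusted p = 0.0217). Col1a1 (collagen type I alpha 1 chain, ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, plus strand) had normal values of 7.07 and 8.41, a spread larger than in any later pair. Its changes of -0.64 on day 1 and 0.17 on day 2 were not past the threshold (SE 0.37). It was higher by 1.03 on day 7 (adjusted p = 0.0437) and by 1.94 on day 14 (adjusted p = 0.00529), and none of its changes between consecutive days passed the threshold. The day 7 change of Col1a1 lay between 0.36 and 1.70 when each sample was left out in turn. In the 6 fits that each left out a sample of another group, it no longer passed the threshold (adjusted p from 0.0566 to 0.0635 in limma). Leaving out either sample of such a group gave the same fit, so these 6 fits are not separate checks. The replicate block left each of these markers on the same side of the threshold on every day.

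**Figure D2:**
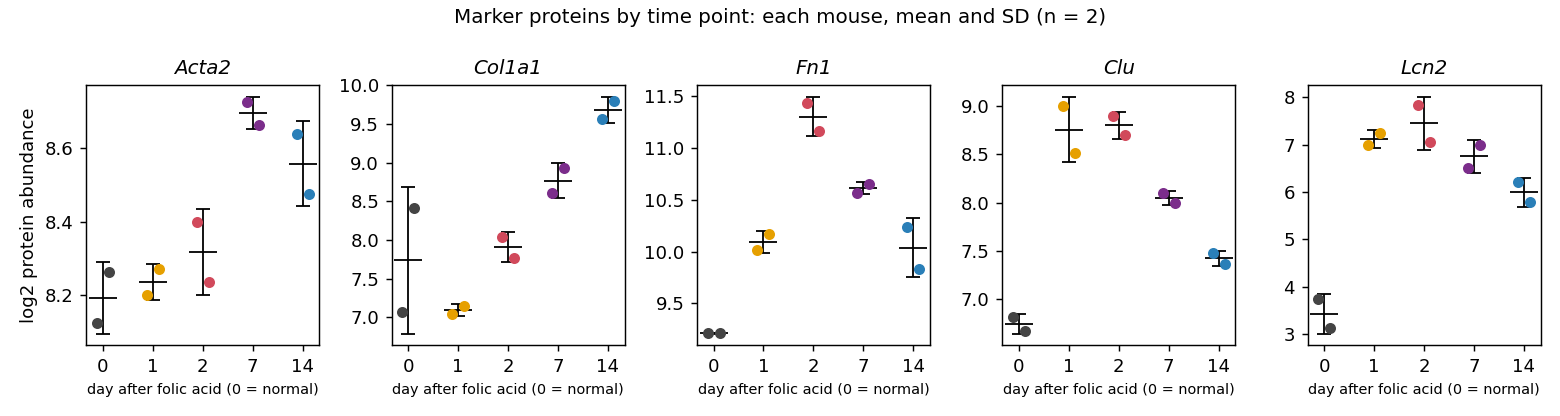
Log2 protein abundance (vertical axes, each with its own range) of Acta2, Col1a1, Fn1, Clu and Lcn2 by day after folic acid, day 0 being normal. Coloured points are single mice, horizontal bars are means and error bars are SDs (n = 2), with Col1a1 at 7.07 and 8.41 in the normal mice.

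Housekeeping proteins served as a measure of stability. The mean coefficient of variation of Actb, B2m, Gapdh, Gusb, Hprt, Pgk1, Polr2a, Ppia and Tbp over the 10 samples was 16.1% on the linear scale, from 9.28% for Ppia to 28.6% for B2m. The median over all rows was 17.5%. Computed on the log2 values, the mean for the housekeeping proteins was 3.28%, and within replicate pairs on the linear scale it was 10.5%. The F test of limma placed 4 of these 9 proteins past the threshold. In the single comparisons with normal, 0 passed on day 1, 2 on day 2, 6 on day 7 and 3 on day 14. On day 7, Pgk1 fell by 0.73 (adjusted p = 0.000377) and Gapdh fell by 0.56 (adjusted p = 0.00603). Polr2a rose by 0.37 (adjusted p = 0.00483), Hprt by 0.61 (adjusted p = 0.00702), Actb by 0.37 (adjusted p = 0.0294) and Tbp by 0.40 (adjusted p = 0.0333).

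Protein families were compared with all other rows. By the camera test of limma with the preset correlation, 10 of the 14 families passed the threshold on day 1, 12 on day 2, 11 on day 7 and 10 on day 14. With the correlation between genes estimated from the data, 0 passed on any day, and 0, 2, 2 and 2 had an unadjusted p-value under 0.05 on days 1, 2, 7 and 14. That estimate rests on 5 residual degrees of freedom, and whether it is reliable at this sample size is not known. With the replicate block 12 families passed on day 7 and the other counts did not change, the correlation of same-numbered samples being 0.220 for normal and day 7. The 42 complex I subunits of the mitochondrial respiratory chain had median log2 changes of -0.33, -0.95, -1.15 and -0.74 on days 1, 2, 7 and 14 (adjusted p = 8.43e-12 on day 14). The 175 solute carriers fell in the same order to medians of -0.32, -0.81, -0.98 and -0.62, and 146 of them were lower than normal on day 7. ATP synthase, cytochromes P450 and mitochondrial ribosomal proteins also had negative medians on all 4 days, with day 7 values of -1.11, -1.24 and -0.58. The 16 peroxins, which serve peroxisome assembly, did not pass on day 1 (adjusted p = 0.478) and had a median of -0.93 on day 7 (adjusted p = 5.1e-06).

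Other families rose. The 5 subunits of the MCM helicase, which unwinds DNA in replication, had median changes of 0.53, 2.01, 1.35 and 0.84 on days 1, 2, 7 and 14, and all 5 were higher on each day. The 3 fibrinogen chains had medians of 1.62 on day 1 and 2.38 on day 2, and their medians of 1.29 on day 7 (adjusted p = 0.0764) and 0.41 on day 14 (adjusted p = 0.295) did not pass the threshold. The 10 keratins did not pass on day 1 (adjusted p = 0.0609) and reached a median of 1.68 on day 7. Cytosolic ribosomal proteins and the proteasome changed little, with medians of 0.25 and 0.13 on day 7, and the proteasome did not pass on day 14 (adjusted p = 0.139). The 24 collagens had a median of -0.32 on day 1, which did not pass the threshold (adjusted p = 0.052), and -0.04 on day 2, which became 0.02 under quantile normalization. Their median was 0.86 on day 7 (adjusted p = 0.00116) and 1.29 on day 14 (adjusted p = 5.53e-07). Without the replicate block, integrins passed on days 1 and 2 only, with medians of 0.21 and 0.37, and laminins did not pass on any day. Fibrinogen, integrins and laminins did not pass on day 7 in this model, and 1 of them did with the block. The sign of the laminin median on days 2 and 7 depended on the scaling.

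**Figure D3:**
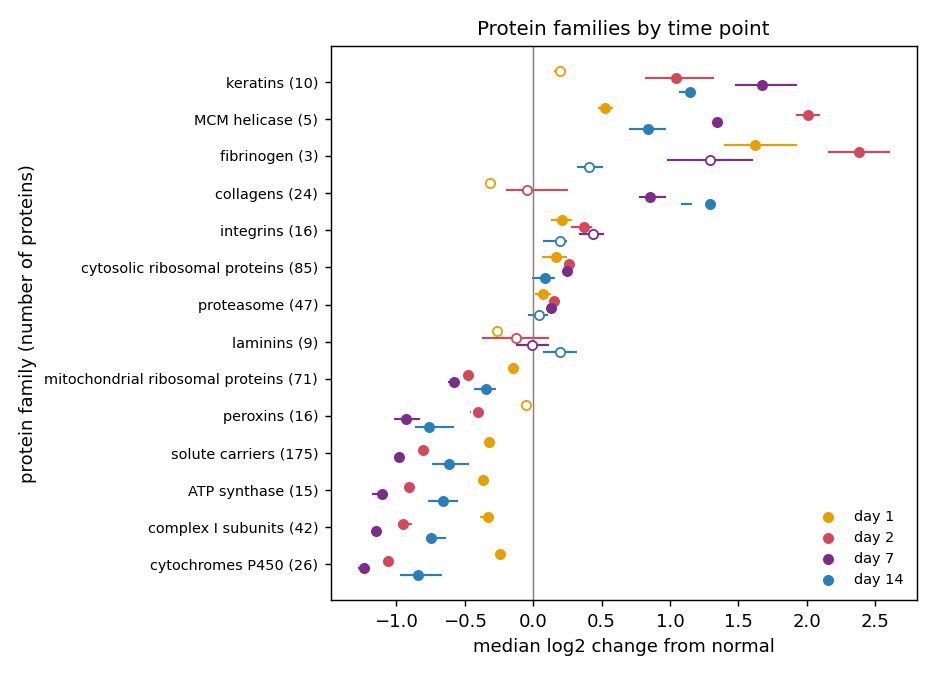
Median log2 change from normal (horizontal axis) of the proteins in each of 14 families (vertical axis, number of proteins in parentheses) on days 1, 2, 7 and 14, with lines joining the medians of the 2 mice. Filled circles passed the camera threshold with the preset correlation and open circles did not; complex I subunits reached -1.15 on day 7 and collagens 1.29 on day 14, while the sign of collagens on day 2 and of laminins on days 2 and 7 changed under quantile normalization.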

Values the study reported

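For the folic acid model the study listed 184278 identified peptides, 9285 identified proteins and 8417 quantified proteins. It gave an average coefficient of variation of 3.3% for its housekeeping genes.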

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

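These results were singled out because the change from normal differed between consecutive time points, by limma for single proteins and by camera for families, and for each the larger difference is given. The tests for swapped samples and for added entries were chosen after the results were seen. Of 20 marker and named proteins, 12 had such a difference. From day 1 to day 2, Fn1 rose by 1.21, while Ahcyl2 fell by 2.45, Nrip2 fell by 1.85, Slc22a8 fell by 1.81 and Slc22a26 fell by 1.12. From day 2 to day 7, Acta2 rose by 0.38 and Mmp7 rose by 2.65. Over the same interval Clu fell by 0.75, Mup21 fell by 3.02, Itih4 fell by 5.13, Khk fell by 1.91 and Nccrp1 fell by 1.86.

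Of 14 families, 13 had a difference past the camera threshold with the preset correlation. From day 1 to day 2 the median of the keratins rose by 0.70 and that of the MCM helicase by 1.48. In the same interval solute carriers fell by 0.48, complex I subunits fell by 0.60, ATP synthase fell by 0.55, mitochondrial ribosomal proteins fell by 0.34 and cytochromes P450 fell by 0.69. From day 2 to day 7 collagens rose by 0.74, fibrinogen fell by 1.13 and peroxins fell by 0.52. From day 7 to day 14 integrins fell by 0.16, cytosolic ribosomal proteins fell by 0.15 and the proteasome fell by 0.13. Other families also passed in this interval, with differences smaller than those given for them above. Solute carriers rose by 0.37, complex I subunits by 0.41 and ATP synthase by 0.45. Mitochondrial ribosomal proteins rose by 0.24, cytochromes P450 by 0.33, peroxins by 0.18 and collagens by 0.30. Keratins fell by 0.42, the MCM helicase by 0.61 and fibrinogen by 0.86. With the correlation between genes estimated from the data, 0 of the 42 family tests between consecutive days passed, and 5 had an unadjusted p-value under 0.05. The family differences therefore depend on that setting.

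The authors' normalization was weighed first. Under both median centring and quantile normalization, 24 of the 25 differences kept their direction and their side of the threshold. The exception was Acta2, which lost significance under median centring. These settings moved the median difference between consecutive days by at most 0.0445 and 0.0336 respectively, which does not show how far single rows moved. Both settings were applied to the authors' normalized values, whose medians were already close, and they too assume a common level. They therefore cannot reveal a change in level shared by most proteins. That 24 held shows only that their direction did not depend on the choice between these settings, while their size may. An effect of the normalization cannot be excluded for Acta2, nor for the others where all these methods share it. A swap of single samples between time points was tested by pairing. Only 1 of the 945 pairings was as close as the labelled one, and that was the labelled pairing itself, which leaves no sign of such a swap. Sums of several protein entries could exaggerate a difference in genes with more than 1 coding sequence. Of the 12 proteins, 4 (Mup21, Slc22a8, Mmp7 and Nccrp1) have 1 annotated coding sequence, which makes such a sum less likely for them. The protein entries behind each row were not counted, so it is not excluded. For the other 8 a sum cannot be told apart from a change in abundance. Which mass tag each sample carried was not used here, and an effect of the tags was not tested. The biological explanation that the design offers, a change with time after folic acid, therefore remains a hypothesis.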

How the results depend on the processing

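The counts of proteins changed against normal stayed within 1.5 times of their values under median centring, quantile normalization, the abundance filter, the variance trend, the replicate block and both settings on identical and very high rows. Leaving out samples of other groups gave 911 to 1480 proteins on day 1, 3599 to 4019 on day 2, 4582 to 4920 on day 7 and 3062 to 3079 on day 14. The F test ranged from 3922 to 4904 proteins. Leaving out a sample of a compared group leaves 1 mouse in it, so no such test was made, and for the same reason none was made for the F test. Leaving out either sample of a group outside a comparison gave the same limma result, so such fits come in identical pairs.

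A minimum change of 1.2-fold gave 366, 2093, 2898 and 1438 proteins on days 1, 2, 7 and 14, 261 between day 1 and day 2, 147 between day 2 and day 7, and 0 between day 7 and day 14 (432 at an unadjusted p under 0.05). Fits to the compared groups alone gave 1809 proteins on day 14 and 0 between day 7 and day 14 (1148 unadjusted). The count between day 7 and day 14, 30 as reported, was 19 under median centring, 57 under quantile normalization, 104 without the 25% of rows with the lowest mean, 55 with the variance trend and 15 with the replicate block. It ranged from 0 to 7 across the 6 fits that each left out one sample, with 1721 and 1745 proteins at an unadjusted p under 0.05 in the fits that gave 0. The count between day 2 and day 7 ranged from 774 to 1753 across such fits. Proteins at least 2-fold different on day 1 numbered 177 without the 25% of rows with the lowest mean. The cause of these differences was not tested.

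With the correlation between genes estimated from the data, 0 families passed on day 1, 0 on day 2, 0 on day 7 and 0 on day 14 (0, 2, 2 and 2 unadjusted). The cause was not tested. Under the other settings, 10 to 12 families passed on each day.

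Among the markers, Acta2 on day 2 passed the threshold under quantile normalization (0.27). With a minimum change of 1.2-fold, Acta2 on day 7 (0.50) and day 14 (0.36), Col1a1 on day 7 (1.03) and Clu on day 14 (0.68) no longer passed. In fits to the compared groups alone, Acta2 on day 14 (0.36) and Col1a1 on day 7 (1.03) and day 14 (1.94) no longer passed. Leaving out each sample moved Col1a1 between -1.31 and 0.028 on day 1, between -0.51 and 0.84 on day 2, between 0.36 and 1.70 on day 7 and between 1.27 and 2.61 on day 14. The normal samples, at 7.07 and 8.41, account for these ranges. Col1a1 on day 7 also lost the threshold in all 6 fits that each left out a sample of a group outside the comparison, with its change still at 1.03 and adjusted p-values from 0.0566 to 0.0635 in limma. The ranges were 0.62 to 1.03 for Fn1 on day 14, 1.77 to 2.25 for Clu on day 1 and 3.63 to 4.42 for Lcn2 on day 2.

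Signs reversed under quantile normalization for Gapdh on day 1 (0.041), Gusb on day 7 (0.082), Ppia on day 1 (0.037), day 2 (0.27) and day 14 (0.33), collagens on day 2 (0.018) and laminins on day 2 (0.19) and day 7 (0.30). The reversed changes of Ppia passed the threshold in limma on day 2 (adjusted p = 0.0455) and day 14 (adjusted p = 0.0253). Without quantile normalization they had not (adjusted p = 0.492 and 0.727). Laminins on day 7 also reversed without these rows of low mean (0.000176). Apart from these, 21 named or housekeeping results changed under a setting that left out no sample, 16 weaker and 5 stronger, as did 44 family results that became weaker and 7 that became stronger. Of the 44, 43 were under the estimated correlation. When a sample was left out, 6 results of named or housekeeping proteins became weaker and 34 moved, and 5 family results became stronger.

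The mean coefficient of variation of the housekeeping proteins was 3.28% on log2 values and 10.5% within pairs. The labelled pairs were the closest pairing under every distance tried. The difference in distance from normal between day 7 and day 14 ranged from 10.5 to 23.5 when each sample was left out, and PC1 from 54.3% to 61.5%. A pairing test without one sample was not made. The pseudocount was not run because the values are already on a log scale, and 1 row per gene symbol would have changed nothing. The number of mice limits all tests, and the depth behind single values is unknown.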

Other observations

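The tests on rows of very high value, on the direction of the day 14 difference and the replicate number, on collagens and on plasma proteins were chosen after the pattern was seen.

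A few rows lay far above the rest. In 23 rows the mean log2 value exceeded 12, led by Tpm1 (ENSMUSG00000032366, chromosome 9, 67022590 to 67049406, minus strand), with values from 19.58 to 22.41. On the linear scale Tpm1 alone made up 27.3% to 68.1% of the sample total. Without the 23 rows the linear totals were 987000 to 1130000, against 2870000 to 8170000 with them, so the rest of the table resembles a scale on which each sample sums to 1000000. On such a scale no value can exceed 19.93, the log2 of 1000000, and the highest value was 22.41. This limit was exceeded in 2 rows, Tpm1 and Macf1, for which high abundance alone is not an adequate explanation. The other 21 rows stayed below it, and for them high abundance cannot be excluded. A candidate explanation is that log2 values of several protein entries were added into one gene row, which would multiply abundances. The 23 rows had on average 3.25 more annotated coding sequences per gene than the others (6.04 against 2.80, permutation test, two-sided, p = 1e-05, the smallest the 100000 permutations can give), and 0 of them had a single one. No biological explanation was tested.

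If such sums were common, genes with several coding sequences would be expected to show larger changes elsewhere too. Among rows with a mean of 12 or less, the median absolute log2 change on day 7 was lower in the 2085 genes with at least 4 coding sequences (0.42) than in the 2506 genes with 1 (0.48). The difference was -0.056 (permutation test, two-sided, p = 1e-04, the smallest possible), and -0.0643 when taken within 10 bins of mean abundance. The predicted direction was not seen, but the test leaves out the very high rows, where sums are most probable, and a median over many genes cannot show an inflation in a few of them. Whether sums affect changes in other rows therefore remains open. The difference kept its sign within bins of mean abundance (permutation test, p = 1e-04), which argues against abundance as its source. The day 7 replicates also differed less from each other in genes with at least 4 coding sequences (median 0.101) than in genes with 1 (0.114). The other pairs were not examined in this way.

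The day 14 mice differed more than other pairs. Among the 1995 rows with the highest mean, their median absolute difference was 1.49 times that of the next pair, and after quantile normalization their distance was 1.38 times that of the next pair. Noise in rows of low abundance does not account for this. The normalization left the distance of the day 14 pair nearly as it was (33.6 before and 33.5 after), and the median difference between the mice was 0.00182, so a difference in overall level was not apparent, while other technical differences between these samples were not tested. Across proteins, which are not independent replicates, the difference of replicate 1 minus replicate 2 had a Pearson correlation of 0.534 (Spearman 0.576) with the difference between day 7 and normal. The same correlation was 0.186 for the normal pair, -0.0892 for day 1, 0.202 for day 2 and 0.0836 for day 7. A difference shared by samples of the same replicate number was tested as well. The correlation was 0.511 after the mean difference of the other 4 pairs was regressed out, and 0.53 with these pairs as separate terms, so a difference common to the pairs explains little of it. The mice may have differed in how far they had moved from the day 7 profile by day 14. How the tissue was sampled was not tested and remains an alternative.

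Collagens differed between the normal mice. Of 24 collagens, 21 were higher in normal replicate 2, with a median difference of 0.55. This lay at percentile 100 of 10000 random sets matched on abundance, whose central range was -0.08 to 0.06. Noise of single proteins is unlikely to give such a shift. Which part of the kidney was sampled may differ between mice, but this was not tested. The median difference between replicates 2 and 1 was -0.06 on day 1, -0.37 on day 2, 0.17 on day 7 and -0.01 on day 14, so the pairs were close on days 1 and 14.

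Plasma proteins rose early. Because Itih4 and fibrinogen had been seen to rise, they were left out, and 13 other acute-phase proteins were compared with 25 other plasma proteins from lists written before the test. On day 2 the median log2 change was 2.51 for the acute-phase proteins, 12 of which rose, and 0.98 for the others, 22 of which rose. The difference of 1.53 had a p-value of 3e-05 (permutation test across proteins, two-sided, 0.00012 after Benjamini-Hochberg adjustment over 4 days). On day 1 it was 1.07 (adjusted p = 0.00064), on day 7 it was 0.60 (adjusted p = 0.0559) and on day 14 it was -0.00597 (adjusted p = 1). The acute-phase proteins were less abundant in normal kidneys, with a median log2 value of 5.17 against 6.96. The mean difference on day 2 was 1.50. With normal abundance in a linear model it was 1.56 (permutation test, two-sided, p = 1e-04, the smallest the 10000 permutations can give). The change depended little on normal abundance in this model (slope 0.036). A linear effect of a lower starting level therefore does not account for the difference. General entry of plasma into the tissue cannot be told apart from other explanations, since it need not raise all plasma proteins by the same log2 change and their levels in blood were not analysed here. An acute-phase response, in blood or in the kidney itself, may contribute and remains a hypothesis.

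Of the 48 proteins past the threshold in opposite directions on different days, 36 were lower first and higher later, and 12 were higher first and lower later.

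The mean coefficient of variation of the 9 housekeeping proteins was 16.1% on the linear scale. The value quoted from the study above is lower, but the study did not state its scale and described all its kidney samples. The linear value is therefore not a like measure. On log2 values the mean for the housekeeping proteins was 3.28%, close to the quoted value, although the samples may differ.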
